A study of Mus musculus with 9 samples. Its data were reported in "Genomic occupancy of Runx2 with global expression profiling identifies a novel dimension to control of osteoblastogenesis" (2014).

How the data were processed

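RNA from MC3T3-E1 cells carrying scrambled (Scr) or Runx2-directed (shRunx2) lentiviral shRNA was hybridized to Affymetrix Mouse Gene 1.0 ST arrays, 1 array per sample and 9 arrays in all. The groups were Scr day 0, Scr day 9 and shRunx2 day 9, with 3 arrays each, taken from the sample labels. Cells were sorted for the green fluorescent protein carried by the virus. The study's methods describe biological replicates, and a single hairpin sequence against Runx2 was used. The deposited values are log2 expression values made by the authors with RMA, which corrects background, normalizes quantiles across arrays and summarizes the probes of each probe set by median polish. RMA and limma are named in the submitters' processing notes. A filter mentioned in the study's methods is not described there. The table held 34760 probe sets, with medians of 8.416, 8.448 and 8.438 for the Scr day 0 arrays, 8.466, 8.471 and 8.487 for the Scr day 9 arrays and 8.499, 8.51 and 8.483 for the shRunx2 arrays. Arrays have no read depth, and their number limits the precision.

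Genes were named from the platform annotation given for these probe sets, in which 21640 probe sets carried 1 gene symbol, 1321 carried several and 11799 were unnamed here. Probe sets with several symbols or none were not named and stayed out of the main tests. For the 954 genes with several probe sets, the one with the highest mean over all 9 arrays was kept, which left 19937 genes. Of 19938 gene identifiers, 19855 were found in a RefSeq gene table of assembly GRCm38.p6, which changed no symbol. It was used for names only and no coordinates are given, since no genome build is named for the deposited values. Runx2 is not analysed here, so its log2 changes, which had been planned as the first results, are not given, and some other members of the gene lists are not analysed here either.

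Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on the deposited log2 values. All 9 arrays entered 1 model of group means, so that the groups shared an estimate of the spread for each gene, and no covariate, intensity filter or further normalization was applied. P values were adjusted by the Benjamini-Hochberg method over all genes, and a gene was said to rise or fall at an adjusted p under 0.05. Counts of called genes also required a change of at least 1.5-fold. Values are given as log2 changes with the standard error (SE) of the model. Others are group means with the standard deviation (SD) over 3 arrays. For the median of a set of genes, the SE comes from 2000 bootstrap resamples of its genes. The comparisons were shRunx2 day 9 with Scr day 9, Scr day 9 with Scr day 0, and shRunx2 day 9 with Scr day 0.

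Gene lists were tested with camera from limma (two-sided, preset correlation between genes of 0.01, Benjamini-Hochberg adjustment over the lists). Camera with a correlation estimated for each list, which is stricter here, and fry, which asks whether the genes of a list move on balance one way without comparing them to other genes, served as alternatives. Adjustment was also done over the list alone for the members of each list. The 26 lists held 513 genes, of which 461 were measured. They covered osteoblast differentiation and mineralization, collagen and matrix assembly, interferon-stimulated genes, MHC class I antigen presentation, cell cycle and DNA replication, Polycomb repressive complex 2, the Runx family with Cbfb, and markers of adipocytes, skeletal muscle, smooth muscle, chondrocytes, osteocytes, macrophages and leukocytes, and endothelium. The others were Wnt pathway targets and antagonists, the BMP and TGF-beta response, the ATF4 and amino acid response, cholesterol biosynthesis, NF-kappaB targets and inflammatory cytokines, the Ly6 family, the retinoic acid pathway, imprinted genes, metalloproteinases and inhibitors, cytosolic ribosomal proteins, reference genes, and the genes the study followed. Some lists share members.

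The groups, tests, gene lists, alternatives and the rule for named genes were chosen before the data were examined. Named genes were all genes of the study list and of the Runx family list, and the 10 called genes that rose most and the 10 that fell most in each of the first 2 comparisons among those whose 3 arrays of one group all lay above the 3 of the other. They also included up to 4 members of each list with the smallest adjusted p, and, for each combination of directions among genes called in both comparisons, the 3 with the largest smaller absolute change. Genes named outside this rule are said to have been chosen after their values were seen.

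For the relation between the knockdown and differentiation changes, which share the Scr day 9 arrays, 100 simulations of unchanged groups gave the correlation, the covariance and the number of shared calls that arise without any effect, and the overlap of independent lists was computed from the number of calls in each. The same was done for the comparisons that share the day 0 arrays, and 100 simulations with the measured differentiation and no knockdown effect gave the knockdown change of genes chosen by their differentiation change. The pipeline was tested on simulated data with the real means and spreads of the 19937 genes, in 3 runs per comparison with 200 genes changed by known amounts. In the simulation of shRunx2 against Scr at day 9, 98% of genes changed 1.3-fold and 100% of those changed 2-fold passed, and at 1.5-fold 40% were called because estimates fell on either side of the fold threshold. For Scr day 9 against day 0 the corresponding shares were 97.3%, 100% and 53.3%. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15 with pandas 2.3.3.

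Alternatives to the main settings were only genes whose mean expression lay above the median of all genes, every probe set whether named or not, the mean of all probe sets of a gene, only the arrays of the groups compared, repeated quantile normalization, centering of arrays on their medians, an intensity trend with robust variance estimation, array weights, the replicate number as a block, leaving out each array in turn and, for the lists, an estimated correlation and fry. A threshold of an absolute log2 change over 1.5 and the use of separate Scr day 9 arrays for the knockdown and differentiation changes were added after seeing the data. The replicate numbers were checked for pairing through the correlation of the deviations of same-numbered arrays from their group means. No sample was left out.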

Results

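MC3T3-E1 cells are a mouse preosteoblast line that lays down and mineralizes a collagen matrix when cultured under osteogenic conditions. The cells were infected with lentivirus carrying a short hairpin RNA (shRNA) of scrambled sequence (Scr) or one directed against Runx2 (shRunx2), a transcription factor required for osteoblast formation. RNA was profiled on Affymetrix Mouse Gene 1.0 ST arrays in 3 groups of 3 arrays each: Scr cells before differentiation (day 0), Scr cells after 9 days of osteogenic differentiation (day 9) and shRunx2 cells at day 9. The study's methods describe the knockdown cultures as biological replicates. Expression values of 19937 genes were compared. Day 0 and day 9 arrays lay apart on the first principal component, which held 78.7% of the variance, and Scr and shRunx2 arrays of day 9 lay apart on the next one (9.58%). Within a group no pair of arrays correlated below 0.998 across genes, and the highest correlation between a Scr and a shRunx2 array of day 9 was 0.997. Runx2 itself is not analysed here, so the extent of its depletion on these arrays is not given.

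Expression at day 9 was compared between shRunx2 and Scr cells to determine which genes respond to depletion of Runx2 during osteoblast differentiation. Genes of the mineralizing bone matrix were among those lower in shRunx2 cells. Phex, an endopeptidase that takes part in phosphate regulation and bone mineralization, was 3.83-fold lower, with log2 expression of 9.79 ± 0.094 in Scr and 7.85 ± 0.0067 in shRunx2 cells (SD, n = 3; log2 change -1.94 ± 0.062, SE). Ibsp, which encodes bone sialoprotein, was 2.18-fold lower (log2 change -1.12 ± 0.044), the collagenase gene Mmp13 2.16-fold lower (-1.11 ± 0.060) and Alpl, which encodes the alkaline phosphatase of bone, 1.68-fold lower (-0.75 ± 0.074). In contrast, interferon-stimulated genes were among those higher in shRunx2 cells. Ifit3, an antiviral effector, rose 3.37-fold from 10.96 ± 0.10 to 12.71 ± 0.031 (SD, n = 3; log2 change 1.75 ± 0.061, SE), and Oas2, which senses double-stranded RNA, rose 3.78-fold (1.92 ± 0.13).

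At an adjusted p under 0.05 and a change of at least 1.5-fold, 118 genes differed between shRunx2 and Scr cells at day 9, of which 79 were higher and 39 lower in shRunx2 cells. Among changes of any size, 1474 genes passed, with 544 higher and 930 lower. Among the 19937 genes analysed, the 10 that rose most were Ifit3b (4.73-fold), Ifi27l2a (3.83-fold), Oas2, Phf11d (3.62-fold), Ifit3, Gm12250 (3.27-fold), Ifit1 (3.25-fold), Usp18 (3.09-fold), BC023105 (3.05-fold) and Iigp1 (3.05-fold), with adjusted p values between 3.39e-08 (Phf11d) and 8.86e-06 (Usp18 and BC023105). Usp18 encodes a protease that removes the ubiquitin-like protein ISG15 from its targets. The 10 that fell most among the genes analysed were Phex, Ibsp, Mmp13, Mid2 (2.05-fold lower), Edil3 (2.01-fold), Tnfrsf19 (1.90-fold), Adgrf5 (1.78-fold), Pdlim1 (1.77-fold), Hs3st3a1 (1.76-fold) and the differentiation inhibitor Id3 (1.74-fold, adjusted p = 0.000306). By the rule for named genes, all 3 shRunx2 arrays lay beyond all 3 Scr arrays in these 20 genes. Tnfrsf19 is a receptor of the tumor necrosis factor receptor superfamily, and Edil3 encodes a secreted integrin ligand.

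Several of the genes the study followed changed by less than 1.5-fold. The aggrecan-degrading protease gene Adamts4 was 1.37-fold lower in shRunx2 cells (adjusted p = 0.000621), the retinoic acid carrier Crabp2 1.36-fold lower (adjusted p = 0.00198) and the osteoblast transcription factor Sp7, also called osterix, 1.16-fold lower (adjusted p = 0.00902). Col1a1, the main collagen gene of bone, had a log2 change of -0.027 ± 0.039 (adjusted p = 0.777), and Ezh2, the catalytic subunit of Polycomb repressive complex 2, one of -0.073 ± 0.043 (adjusted p = 0.406). Neither passed. Of the 11 measured genes in this list, 1 rose, 8 fell and 2 did not pass, with the same counts when adjusted over the list alone (camera, adjusted p = 4.18e-11, and adjusted p = 0.0116 with an estimated correlation). The study chose some of these genes on the same samples, so the direction of the list is not independent evidence.

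**Figure D1:**
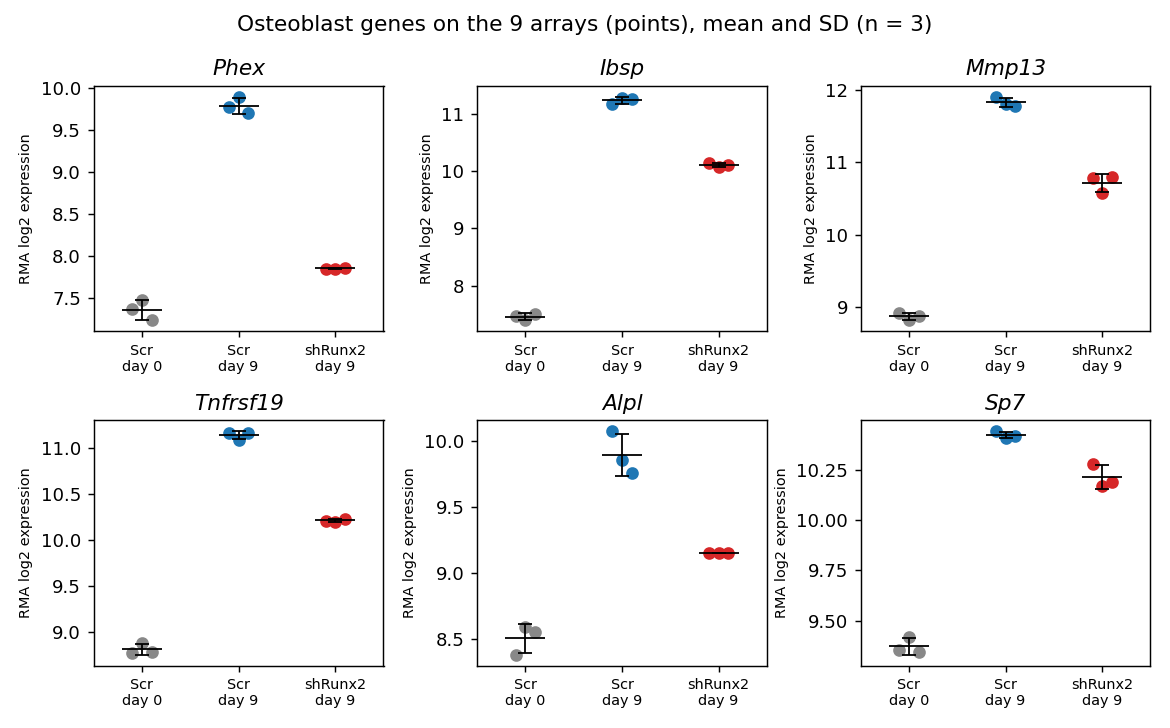
RMA log2 expression (vertical axis) of 6 osteoblast genes in Scr day 0, Scr day 9 and shRunx2 day 9 cells (horizontal axis), with 1 point per array and black lines for the mean and SD of 3 arrays. In each panel Scr day 9 lies highest, and Phex falls back furthest, from 9.79 in Scr to 7.85 in shRunx2 cells at day 9.

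Among 21 measured genes of osteoblast differentiation and mineralization, 9 fell, none rose and 12 did not pass in shRunx2 cells (10 fell when adjusted over the list alone). The median log2 change was -0.11 (adjusted p = 2.72e-07, and adjusted p = 0.043 with an estimated correlation). Besides Phex, Ibsp, Mmp13 and Alpl, the list holds Col1a1 and other matrix genes that did not pass. Of 10 osteocyte markers 1 fell (Phex) and 9 did not pass (2 fell when adjusted over the list alone, adjusted p = 0.763), and without Scr day 9 replicate 3 the number that fell was 2. The osteocyte list passed with fry (adjusted p = 0.00187). The median of the osteocyte list was 0.042 while its mean was -0.19. Among 19 metalloproteinases and inhibitors, 1 rose, 14 did not pass and 4 fell: Mmp13, Adamts12 (-0.52 ± 0.043), Mmp16 (-0.55 ± 0.053) and Adamts4. Adjusted over the list alone 2 rose and 7 fell. Their median (0.0022) and mean (-0.12) differed in sign, and the list did not pass (adjusted p = 0.0993), except without Scr day 9 replicate 3 (0.0397), without shRunx2 replicate 3 (0.0343) or with fry (0.00383), in a range of 0.00383 to 0.45 over all alternatives. These 3 lists hold genes that the study named on these samples, so their direction is not independent evidence.

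Interferon-stimulated genes moved together. Of 43 measured members 40 rose in shRunx2 cells, 28 of them by at least 1.5-fold, none fell and 3 did not pass (42 rose when adjusted over the list alone). The median log2 change was 0.81 (camera, adjusted p = 1.97e-71, and adjusted p = 0.0347 with an estimated correlation). Ifit3, the nucleic acid sensor Zbp1 (2.43-fold), the guanylate-binding protein gene Gbp3 (2.10-fold) and Ifit1 had the smallest adjusted p values, from 7.47e-08 (Ifit3) to 1.68e-06 (Ifit1). The members that did not pass were Samd9l (0.31), Oasl1 (0.17) and Epsti1 (0.042), named after their values were seen. Samd9l (adjusted p = 0.0508) passed in 9 of 18 alternatives, in a range from 0.00475 without Scr day 0 replicate 3 to 0.173, and Oasl1 (adjusted p = 0.149) passed in 3 of them, without Scr day 0 replicate 1 (0.019), with only the arrays of the 2 groups (0.0337) and with array weights (0.0458), in a range of 0.019 to 0.312. In the MHC class I antigen presentation list 7 of 17 genes rose and 10 did not pass (9 rose when adjusted over the list alone, adjusted p = 6.03e-10, and adjusted p = 0.043 with an estimated correlation). Among them were the immunoproteasome subunits Psmb8 (1.42-fold) and Psmb9 (1.33-fold) and the class I gene H2-Q4 (1.70-fold). Both lists include genes that the study singled out on these samples, so they are not independent evidence of direction.

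Macrophage and leukocyte markers were examined beside these groups, since immune cells also express them. Their median log2 change was 0.0222 over 16 genes (adjusted p = 0.175), and it lay just below 0 in 1 of the rescaling alternatives and with array weights. Of the 16, 2 rose, 1 fell and 13 did not pass, with the same counts adjusted over the list alone. Fcer1g, a signaling chain of Fc receptors, fell (-0.27 ± 0.048), and the lysozyme genes Lyz2 (0.42 ± 0.086, adjusted p = 0.0125) and Lyz1 (0.29 ± 0.071, adjusted p = 0.0321) rose. The call of Lyz2 was lost without Scr day 9 replicate 2 (adjusted p = 0.0583) or 3 (0.0532) and without shRunx2 replicate 2 (0.0581) or 3 (0.0574), and with every probe set (0.0657), in a range of 0.0014 to 0.0657 over 17 alternatives. For Lyz1 it was lost without Scr day 9 replicate 1 (adjusted p = 0.121) or 2 (0.134) and without shRunx2 replicate 1 (0.0769), 2 (0.0958) or 3 (0.0995), and with every probe set (0.114), in a range of 0.00461 to 0.134.

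**Figure D2:**
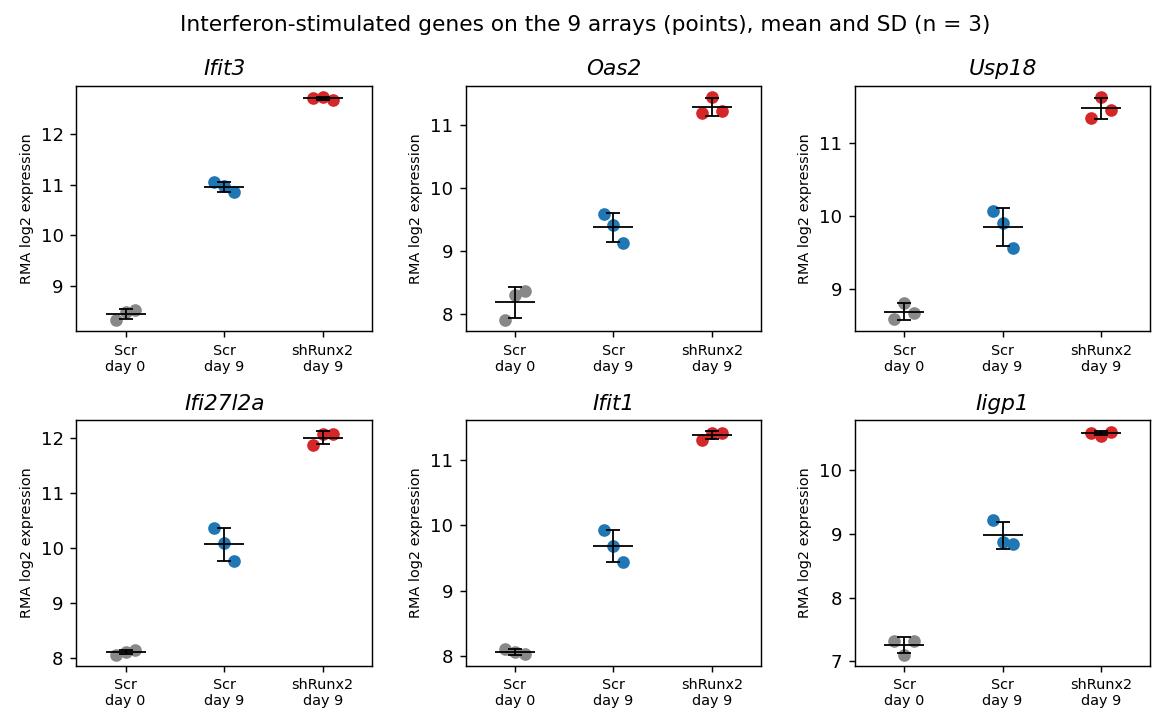
RMA log2 expression (vertical axis) of 6 interferon-stimulated genes in Scr day 0, Scr day 9 and shRunx2 day 9 cells (horizontal axis), with 1 point per array and black lines for the mean and SD of 3 arrays. All 6 genes step up from day 0 to day 9 in Scr cells and again in shRunx2 cells, Ifit3 from 8.44 through 10.96 to 12.71.

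In the list of NF-kappaB targets and inflammatory cytokines (23 genes), 4 rose and 2 fell, and 17 did not pass (7 rose and 2 fell adjusted over the list alone). Without Scr day 9 replicate 2 or shRunx2 replicate 2 or 3, 1 fell. Ccl5 rose 2.05-fold (1.03 ± 0.063), Ccl7 1.47-fold (0.55 ± 0.061) and Ccl2 1.3-fold (0.38 ± 0.056), whereas the alarmin gene Il33 was 1.73-fold lower (-0.79 ± 0.10). The list passed with the preset correlation (adjusted p = 0.00812) and was lost with an estimated one (adjusted p = 0.111 with an estimated correlation). Of 6 measured Ly6 family genes, which encode small surface proteins anchored by lipid, Ly6f rose 1.98-fold and Ly6e 1.33-fold and 4 did not pass (2 rose adjusted over the list alone, adjusted p = 7.75e-04, but adjusted p = 0.0814 with an estimated correlation). Both lists hold genes named by the study on these samples and are not independent evidence of direction.

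Some genes of amino acid supply and sterol synthesis were lower in shRunx2 cells. Of 27 measured genes of the ATF4 and amino acid response, 13 fell, 1 rose and 13 did not pass (17 fell and 1 rose adjusted over the list alone). Bcat1, a branched-chain aminotransferase, was 1.69-fold lower (-0.76 ± 0.033), the glycine transporter Slc6a9 1.68-fold (-0.75 ± 0.042), asparagine synthetase (Asns) 1.57-fold (-0.65 ± 0.039) and the folate enzyme Aldh1l2 1.72-fold (-0.78 ± 0.054). The median of the list was -0.17 (adjusted p = 2.2e-13, and adjusted p = 0.0389 with an estimated correlation). Of 18 genes of cholesterol biosynthesis, 13 fell, none rose and 5 did not pass (16 fell adjusted over the list alone, adjusted p = 2.2e-13, but adjusted p = 0.0559 with an estimated correlation). The number that fell was 6 without shRunx2 replicate 1, 7 without Scr day 9 replicate 2, and 8 without Scr day 9 replicate 1 or shRunx2 replicate 2. Insig1, a sterol-responsive regulator, was 1.60-fold lower (-0.68 ± 0.041), and Sqle (1.21-fold), Hmgcs1 (1.25-fold) and Lss (1.21-fold), which encode enzymes of the pathway, were lower by less. Some members of both lists were named by the study on these samples, so the lists are not independent evidence of direction.

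Of 49 genes of the cell cycle and DNA replication, 12 fell and 37 did not pass (27 fell and 1 rose adjusted over the list alone), with a median log2 change of -0.12 (adjusted p = 6.03e-10, but adjusted p = 0.256 with an estimated correlation). The number that fell was 6 without Scr day 9 replicate 2 or shRunx2 replicate 1, and 8 without replicate 3 of Scr day 9 or of shRunx2, each left out singly. Examples were the kinetochore gene Cenpf (-0.26 ± 0.035), Racgap1 (-0.28 ± 0.040), which acts in cytokinesis, Rrm1 (-0.25 ± 0.037), a subunit of ribonucleotide reductase, and cyclin B2 (Ccnb2, -0.28 ± 0.041). Collagen and matrix assembly genes went both ways, with 3 of 33 higher, 7 lower and 23 not passing (5 higher and 8 lower adjusted over the list alone, adjusted p = 0.37). Without Scr day 9 replicate 1 or 2 or shRunx2 replicate 1 or 2, 4 were lower, and without shRunx2 replicate 2, 5 were higher. Lox, which crosslinks collagen, rose 1.26-fold, while Col15a1 (1.3-fold), Col3a1 (1.22-fold) and P4ha1 (1.21-fold) were lower.

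Among 22 Wnt pathway targets and antagonists, 3 rose, 3 fell and 16 did not pass (5 rose and 4 fell adjusted over the list alone, adjusted p = 0.129), with the Wnt antagonist Dkk2 1.60-fold higher (0.68 ± 0.046) and Sfrp1 (1.28-fold) and Sfrp2 (1.14-fold) also higher. Without Scr day 9 replicate 2 or any 1 of the shRunx2 arrays, 1 fell. Of 20 genes of the BMP and TGF-beta response, 3 rose, 3 fell and 14 did not pass (3 rose and 4 fell adjusted over the list alone, adjusted p = 0.858). The Id genes, which encode dominant-negative helix-loop-helix proteins, parted, with Id2 1.67-fold and Id3 1.74-fold lower, Id4 1.34-fold higher, and Pmepa1 1.29-fold lower. The median (0.0040) and mean (-0.055) of this list differed in sign. In the retinoic acid pathway 1 of 14 rose and 3 fell, with the same counts adjusted over the list alone (adjusted p = 0.236, but 0.00404 with fry). There Aldh1a3 was 1.41-fold lower and Aldh1a1 1.20-fold higher. Of 13 imprinted genes 1 rose (Gatm, 1.72-fold) and 2 fell, with the same counts adjusted over the list alone (adjusted p = 0.763; median -0.024, mean 0.0011). Of 11 genes of Polycomb repressive complex 2, 1 rose and 1 fell (1 rose and 2 fell adjusted over the list alone, adjusted p = 0.447), the lower one being Rbbp4 (-0.21 ± 0.038). All 5 of these lists include genes the study named on these samples.

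Of the other Runx family genes, Runx1 fell (-0.20 ± 0.037, adjusted p = 0.00624) and Runx3 had a log2 change of -0.18 ± 0.046 (adjusted p = 0.0442). The partner subunit gene Cbfb did not pass (0.046 ± 0.045, adjusted p = 0.653). As a list of 3 they did not pass (2 fell over all genes and adjusted over the list alone, adjusted p = 0.0993, but 0.00701 with fry). Runx3 no longer passed without Scr day 0 replicate 1 (adjusted p = 0.0505), 2 (0.0601) or 3 (0.0604), without Scr day 9 replicate 1 (0.142) or 2 (0.146), without shRunx2 replicate 1 (0.169), 2 (0.0607) or 3 (0.0753), with every probe set (0.119) or with only the arrays of the 2 groups (0.0805), in a range of 0.0137 to 0.169 over 18 alternatives. The Runx3 call was also lost with the replicate number as a block (adjusted p = 0.0554).

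Markers of other cell types changed little. None of the 16 adipocyte markers passed (none adjusted over the list alone, adjusted p = 0.37), and 2 of 18 chondrocyte markers rose, Sox9 (0.20 ± 0.034) and Sox6 (0.23 ± 0.045), with the same count adjusted over the list alone (adjusted p = 0.0993, but 0.0132 with the genes above the median expression). Among 12 endothelial markers Ramp2 rose (0.36 ± 0.061) and Flt1 fell (-0.22 ± 0.038), with the same counts adjusted over the list alone (adjusted p = 0.0993, but 0.0426 without Scr day 9 replicate 3, in a range of 0.0426 to 0.676 over all alternatives). None of the 18 skeletal muscle markers passed (1 did without Scr day 9 replicate 3 or shRunx2 replicate 2), although the list did at adjusted p = 0.0448 with a median log2 change of 0.028 (adjusted p = 0.486 with an estimated correlation). That call was lost without Scr day 9 replicate 1 (adjusted p = 0.287) or 2 (0.0621) and without shRunx2 replicate 1 (0.11) or 3 (0.0543), with every probe set (0.0645), repeated quantile normalization (0.132), array weights (0.0691) and fry (0.283), in a range of 0.00644 to 0.486 over 20 alternatives.

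Of 12 smooth muscle markers 1 rose (Synpo2, 0.37 ± 0.063) and 2 fell (2 and 2 adjusted over the list alone). With any 1 of the 9 arrays left out, at most 1 fell, and none without Scr day 9 replicate 1 or 2 or shRunx2 replicate 1, while 2 rose without shRunx2 replicate 3. This list passed in the upward direction at adjusted p = 0.0488, with a median log2 change of 0.0697 (adjusted p = 0.239 with an estimated correlation). The call was lost without Scr day 0 replicate 2 (0.0516), without Scr day 9 replicate 2 (0.108) or 3 (0.0909), and without shRunx2 replicate 1 (0.11) or 2 (0.0612), with the genes above the median expression (0.0738) and with every probe set (0.0635), in a range of 0.0117 to 0.239 over 20 alternatives. Of 19 cytosolic ribosomal protein genes 1 fell and 18 did not pass (1 rose and 5 fell adjusted over the list alone). The list passed at adjusted p = 0.0384 with a median of -0.055 and was lost with an estimated correlation (adjusted p = 0.45 with an estimated correlation), without Scr day 9 replicate 1 (0.263) or 3 (0.0761) without shRunx2 replicate 2 (0.0834), and with the genes above the median expression (0.348), repeated quantile normalization (0.111), array weights (0.366) or fry (0.108), in a range of 0.00185 to 0.45. Among 9 reference genes commonly used for normalization 1 fell (3 adjusted over the list alone, adjusted p = 0.225, but 0.00352 with fry). In all, 12 of the 26 lists passed in this comparison, and 5 of them passed with an estimated correlation. For each of the 12 the estimated correlation gave the highest adjusted p of the 20 alternatives.

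Of 152 list members that passed in the knockdown, 42 no longer did without at least 1 of the 9 arrays left out singly, and 37 without at least 3. Isg20, Trim25, Tapbp, Mvd, Sc5d and Serpinh1 were among the 37, and so were several members behind the small counts given above. Of the latter, those that rose included Mmp9 (0.20, the metalloproteinase that rose), Atf3 (0.19, the ATF4 response gene that rose), Il6 (0.37), Col8a1 (0.15) and the Polycomb gene Phf19 (0.18), with highest adjusted p values of 0.169, 0.121, 0.134, 0.11 and 0.0623 over their alternatives. Those that fell included Rps9 (-0.28), Pgk1 (-0.24), the smooth muscle genes Smtn (-0.16) and Tagln (-0.17), Plagl1 (-0.38), Rarg (-0.15), Tnfaip2 (-0.20), Nkd2 (-0.21) and Ccn4 (-0.22), with highest adjusted p values from 0.0598 (Pgk1) to 0.161 (Rarg). Mmp9, Atf3, Il6, Col8a1, Tnfaip2, Nkd2, Ccn4 and the 6 given without values were named after their values were seen. Each of the calls with a value here was lost without at least 3 of the 9 arrays taken singly.

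**Figure D3:**
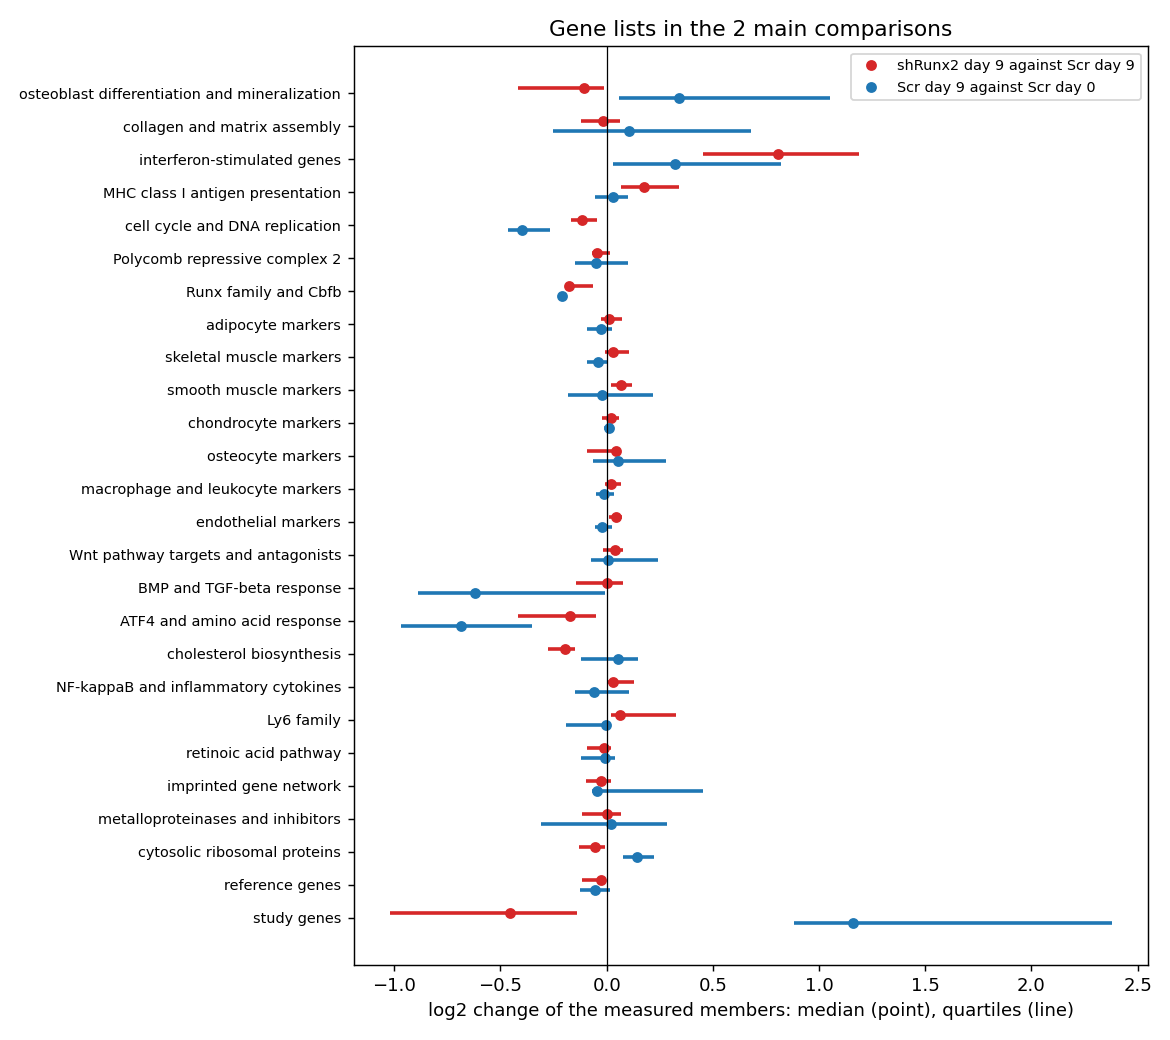
Log2 change (horizontal axis) of the measured members of 26 gene lists (vertical axis; study genes are those the study followed), shown as median (point) and quartiles (line) for shRunx2 against Scr at day 9 (red) and Scr day 9 against Scr day 0 (blue). Interferon-stimulated genes lie furthest right for the knockdown (median 0.81), and ATF4 and amino acid response genes lie left of 0 in both comparisons (-0.17 and -0.69).

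Scr cells of day 9 were compared with Scr cells of day 0 to describe differentiation in control cells. Genes of the extracellular matrix and of mineralization were among those highest above day 0 at day 9. Lum, which encodes the collagen-binding proteoglycan lumican, was 65.1-fold higher, from log2 expression of 7.42 ± 0.13 to 13.45 ± 0.053 (SD, n = 3; log2 change 6.02 ± 0.068, SE). Ibsp was 13.6-fold higher (3.77 ± 0.044), Omd, another proteoglycan of bone, 10.2-fold (3.35 ± 0.10) and Mmp13 7.76-fold (2.96 ± 0.060). Among the genes lower at day 9 were Aurka, which encodes a mitotic kinase (-0.65 ± 0.046), and Asns (-1.14 ± 0.039).

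At an adjusted p under 0.05 and at least 1.5-fold, 1025 genes differed between the days, 576 higher and 449 lower at day 9. Among changes of any size 6308 passed, with 2895 higher and 3413 lower. Besides Lum, Ibsp and Omd, the 10 largest rises among the genes analysed included Apod (25.6-fold), an apolipoprotein, the coagulation factor subunit F13a1 (14.2-fold), the membrane peptidase gene Mme (10.4-fold), Pgm5 (10.2-fold), Gbp4 (8.71-fold), Otor (8.23-fold) and the growth factor gene Igf2 (7.90-fold). The 10 largest falls among these genes were Ppbp (9.23-fold lower), a platelet chemokine, Anxa8 (8.62-fold), the natriuretic peptide clearance receptor Npr3 (8.25-fold), Steap1 (6.47-fold), the hyaluronan-degrading Cemip (6.32-fold), Elovl7 (6.11-fold), Dio3 (6.03-fold), which inactivates thyroid hormone, Ly6f (5.91-fold), the AP-1 subunit Fosl1 (5.86-fold) and Sema3c (5.79-fold). Adjusted p values of these 20 genes lay between 8.06e-13 (Lum) and 1.51e-08 (Gbp4).

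Of 21 osteoblast differentiation and mineralization genes, 13 rose, 3 fell and 5 did not pass from day 0 to day 9 (13 rose and 4 fell adjusted over the list alone). Phex rose 5.39-fold (2.43 ± 0.062), Alpl 2.61-fold (1.39 ± 0.074) and Sp7 2.07-fold (1.05 ± 0.040). The median log2 change was 0.34 (adjusted p = 1.73e-07, but adjusted p = 0.062 with an estimated correlation). Among the genes the study followed, 9 of 11 rose and 2 did not pass, with the same counts adjusted over the list alone (adjusted p = 1.22e-11, and adjusted p = 0.00986 with an estimated correlation). These included Tnfrsf19 (5.00-fold), Usp18 (2.23-fold), Adamts4 (1.90-fold) and Crabp2 (1.79-fold), whereas Col1a1 (0.064 ± 0.039, adjusted p = 0.27) and Ezh2 (-0.051 ± 0.043, adjusted p = 0.447) did not pass. Both lists hold some genes the study chose on these samples, and their direction is not independent evidence. In the collagen and matrix assembly list 16 of 33 rose, 9 fell and 8 did not pass (17 and 9 adjusted over the list alone, adjusted p = 0.0102, but adjusted p = 0.359 with an estimated correlation). With Lum, the small proteoglycan genes Dcn (2.89-fold), Aspn (5.00-fold) and Fmod (3.52-fold) rose.

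Cell cycle and DNA replication genes fell almost throughout. Of 49 members 45 fell, 1 rose and 3 did not pass, with the same counts of 45 and 1 adjusted over the list alone and a median log2 change of -0.40 (adjusted p = 7.61e-17, but adjusted p = 0.197 with an estimated correlation). The mitotic kinase gene Aurka (-0.65 ± 0.046), cyclin E1 (Ccne1, -0.67 ± 0.048), the replication helicase subunit Mcm2 (-0.49 ± 0.037) and Tpx2 (-0.51 ± 0.040) had the smallest adjusted p values. The member that rose was Cenpf (0.12 ± 0.035, adjusted p = 0.0186), a call lost without Scr day 0 replicate 1 (adjusted p = 0.0523) or Scr day 9 replicate 1 (0.0518) and with arrays centered on their medians (0.0797), in a range of 0.0103 to 0.0797. Members that did not pass were Pcna (-0.086), Ccne2 (-0.046) and Tyms (-0.033), and like Cenpf they were named after their values were seen. Of 27 ATF4 and amino acid response genes 24 fell, 2 rose and 1 did not pass, with 24 and 2 adjusted over the list alone (median -0.69, adjusted p = 5.89e-15, and adjusted p = 0.0438 with an estimated correlation). Bcat1 (2.94-fold lower), Aldh1l2 (2.74-fold), Asns (2.20-fold) and the serine synthesis enzyme Psat1 (1.94-fold) led this group. In the BMP and TGF-beta response list 12 of 20 fell, 2 rose and 6 did not pass (13 and 2 adjusted over the list alone, median -0.62, adjusted p = 8.53e-06, but adjusted p = 0.062 with an estimated correlation), among them Id2 (2.78-fold lower), Tgfbi (2.52-fold), Msx2 (2.43-fold) and Ccn2 (1.86-fold). The ATF4 and BMP lists include genes named by the study on these samples, so they are not independent evidence of direction.

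Interferon-stimulated genes were also higher at day 9 than at day 0 in Scr cells, with 26 of 43 higher, 2 lower and 15 not passing (27 and 2 adjusted over the list alone, median 0.32, adjusted p = 2.89e-10, but adjusted p = 0.359 with an estimated correlation). The lower ones, named after their values were seen, were Isg20 (-0.46) and Ddx58 (-0.22). Ifit3 rose 5.74-fold (2.52 ± 0.061), Ifi27l2a 3.90-fold, Iigp1 3.32-fold and Ifit1 3.07-fold. Leukocyte markers beside them had 2 of 16 higher, 1 lower and 13 not passing, the same adjusted over the list alone (adjusted p = 0.681). MHC class I genes did not pass as a list (3 rose and 3 fell of 17, the same adjusted over the list alone, adjusted p = 0.609), and neither did NF-kappaB targets and cytokines (5 rose and 7 fell of 23, 6 and 7 adjusted over the list alone, adjusted p = 0.693, but 0.0208 with fry, and with 4 lower without Scr day 0 replicate 2 or Scr day 9 replicate 1). In the latter Il33 was 6.19-fold higher, and the cytokine gene Il6 (3.38-fold) and the prostaglandin synthase gene Ptgs2 (3.32-fold) were lower. Except for the leukocyte markers, these lists hold genes the study named on these samples. Of 19 cytosolic ribosomal protein genes 9 rose and 10 did not pass, with 9 adjusted over the list alone (median 0.14, adjusted p = 2.41e-04, but adjusted p = 0.359 with an estimated correlation), led by Rpl14 (1.37-fold).

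The other lists did not pass from day 0 to day 9 with camera, while single members changed. With fry the Runx family, adipocyte, osteocyte, Wnt, cholesterol, Ly6, retinoic acid, imprinted, metalloproteinase and reference lists did, at adjusted p values from 1.63e-06 (reference genes) to 0.0283 (cholesterol biosynthesis). Runx1 (-0.21 ± 0.037), Runx3 (-0.22 ± 0.046) and Cbfb (-0.21 ± 0.045) all fell, with the same count adjusted over the list alone (adjusted p = 0.0715 for the list, but 0.0431 without Scr day 9 replicate 1, 0.0226 with every probe set and 3.18e-04 with fry, in a range of 3.18e-04 to 0.359 over 20 alternatives). Among adipocyte markers the fatty acid binding protein gene Fabp5 was 2.13-fold lower and Cebpa rose 1.3-fold. The smooth muscle kinase gene Mylk rose 2.38-fold and Synpo2 was 2.13-fold lower. Among imprinted genes, besides Igf2, Plagl1 rose 2.62-fold and Gatm was 2.16-fold lower. Insig1 rose 1.81-fold within the cholesterol biosynthesis list, in which 5 of 18 rose and 3 fell, the same adjusted over the list alone (adjusted p = 0.347, with 5 lower without shRunx2 replicate 1). The reference gene Tfrc, the transferrin receptor, was 3.25-fold lower and Pgk1, a glycolytic enzyme, 1.97-fold lower. The median and mean differed in sign for markers of smooth muscle (-0.022 and 0.0082), leukocytes (-0.015 and 0.056) and endothelium (-0.020 and 0.046), the retinoic acid pathway (-0.010 and 0.043) and imprinted genes (-0.043 and 0.26). Of the 26 lists 8 passed between the days, 2 of them with an estimated correlation, which gave the highest adjusted p of the alternatives for all 8.

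shRunx2 cells of day 9 were also compared with Scr cells of day 0, to ask which changes of control differentiation were present in Runx2-depleted cells. At least 1.5-fold changes were found in 1136 genes, 580 higher and 556 lower in shRunx2 cells. The balance turned among the 6817 genes that passed with a change of any size (2754 higher and 4063 lower), at 1.3-fold (1075 and 1314), with arrays centered on their medians (525 and 630), with the genes above the median expression (470 and 484) and without Scr day 0 replicate 3 (552 and 590). It leaned further upward with every probe set, named or not (1210 higher and 679 lower), and at an absolute log2 change over 1.5 (108 and 53). Of the 576 genes that rose in Scr cells, 460 (79.9%) rose by at least 1.5-fold here too, and of the 449 that fell, 389 (86.6%) fell, with none in the opposite direction. Without the fold threshold, 561 and 445 of them passed in the same direction. Independent lists of these sizes would share 16.8 and 12.5 genes. Unchanged groups set against the same day 0 arrays shared at most 1 (100 simulations). Groups without any change have hardly any calls to share. That number therefore cannot show how far the shared arrays add to the overlap among genes that do change. Interferon-stimulated genes rose in 41 of 43 cases and fell in 1 (none without Scr day 0 replicate 1 or 2, Scr day 9 replicate 2 or 3, or shRunx2 replicate 1 or 3), the same adjusted over the list alone, with a median log2 change of 1.14 (adjusted p = 2.29e-32, but adjusted p = 0.099 with an estimated correlation). Cell cycle genes fell in 47 of 49 cases, the same adjusted over the list alone (median -0.49, adjusted p = 1.83e-21, but adjusted p = 0.107 with an estimated correlation), and ATF4 and amino acid response genes in 24 of 27 with 2 higher, the same adjusted over the list alone (median -0.96, adjusted p = 1.29e-16, and adjusted p = 0.0345 with an estimated correlation). Osteoblast differentiation and mineralization genes rose in 11 of 21 cases and fell in 2 (12 and 3 adjusted over the list alone, median 0.21, adjusted p = 4.14e-05, but adjusted p = 0.099 with an estimated correlation). Of the 26 lists 12 passed in this comparison, and 2 of them with an estimated correlation. Both comparisons with day 0 use the same Scr arrays of that day, so their calls are not independent.

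The knockdown change was set against the differentiation change, gene by gene, to ask whether genes that rise in differentiation are those lowered by depletion of Runx2. Genes called in both comparisons numbered 77. Of these, 22 rose in differentiation and were lower in shRunx2 cells, led by Phex, Ibsp and Mmp13, where independent lists of these sizes would share 1.13 genes. Another 36 rose in both, among them Ifi27l2a, Ifit3 and Ifit1 (expected 2.28), 10 fell in differentiation and were higher in shRunx2 cells (expected 1.78), among them Arhgap29 (2.06-fold higher with the knockdown), Ly6f and Dhrs9 (1.81-fold), and 9 fell in both (expected 0.878), among them Id3, the glutathione-degrading Chac1 (1.73-fold lower with the knockdown) and Aldh1l2. The 948 other genes called in differentiation were not called in the knockdown. The Scr day 9 arrays enter both changes with opposite sign. Unchanged groups alone therefore gave a Pearson r of -0.501 (range -0.519 to -0.485 over 100 simulations). No gene was called in both there, but groups without change have hardly any calls, so this count is no measure of what the shared arrays add. Across genes, which are not independent replicates, the observed r was -0.0281 and Spearman's rho -0.102 (simulated -0.477). The observed covariance was -0.00112 against a simulated -0.00143, a difference of 3.04e-04. The observed r moved between -0.0863 without Scr day 9 replicate 3 and -0.00237 without Scr day 9 replicate 1. When separate Scr day 9 arrays served the 2 changes, an alternative chosen after seeing the data in which 1 array served one change and the other 2 arrays the other, r was 0.018 on average (-0.0216 to 0.053 over the 6 divisions), Spearman's rho 0.0416 (0.00678 to 0.0854) and the covariance 0.000735 (-0.00105 to 0.0022), so that the sign of rho turned and those of r and the covariance varied. Calls were not recounted in this way. Noise in the shared arrays pushes the 2 changes in opposite directions. Part of the 22 and 10 shared calls of opposite direction may therefore come from the shared arrays. Such noise works against the 36 and 9 shared calls of the same direction.

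**Figure D4:**
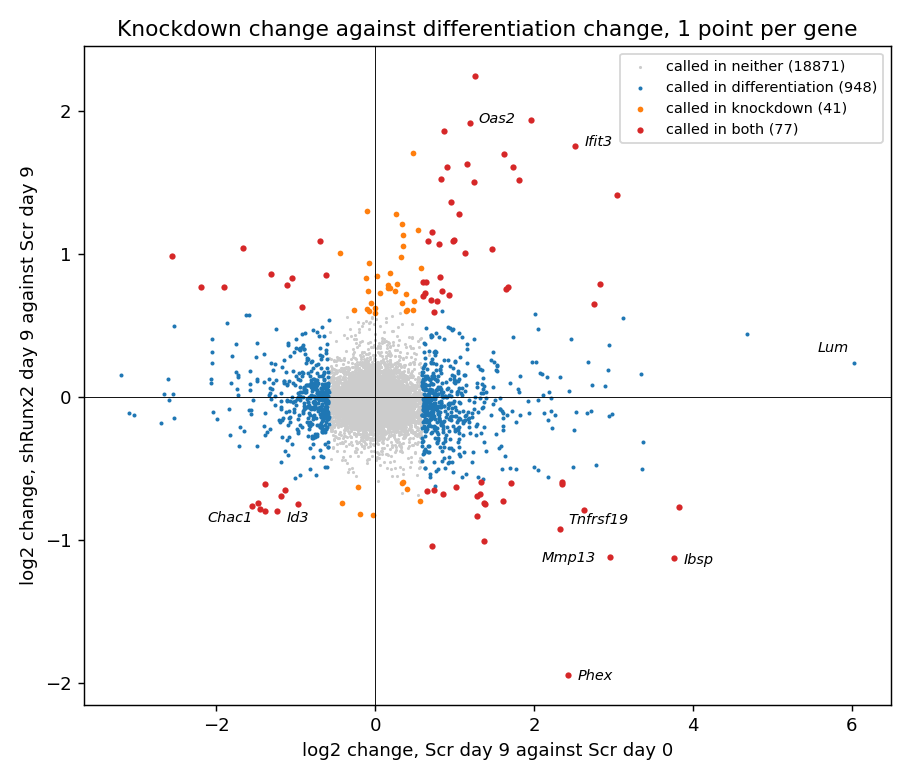
Log2 change of shRunx2 against Scr at day 9 (vertical axis) against log2 change of Scr day 9 against Scr day 0 (horizontal axis), with 1 point per gene colored by the comparison in which it was called. The 77 genes called in both include Phex, Ibsp and Mmp13 at the lower right and Ifit3 and Oas2 at the upper right.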

Values the study reported

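The study reported 159 genes that differed between shRunx2 and Scr cells at day 9 at an absolute log2 fold change above 1.5 and a false discovery rate below 0.05, with 115 raised and 44 lowered. Among the lowered genes it listed fold changes of 0.26 for Phex, 0.46 for Ibsp, 0.46 for Mmp13, 0.49 for Mid2, 0.50 for Edil3 and 0.53 for Tnfrsf19. Among the raised genes it listed 3.83 for Ifi27l2a, 3.78 for Oas2, 3.37 for Ifit3, 3.25 for Ifit1, 3.09 for Usp18 and 3.05 for Iigp1. Runx2 protein was stated to have decreased by 80%. By quantitative PCR the study gave a suppression of Adamts4 by 40%. For Tnfrsf19 it gave an increase of more than 100-fold between day 0 and day 9. With the same method it reported Col1a1 as higher at day 9 than at day 0, and a striking fall of Ezh2 during differentiation.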

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

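The tests below on leukocyte markers, on the course from day 0 to day 9, with shared or separate arrays, and on the hairpin were chosen only after the result was seen.

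Among the 13120 probe sets without a single gene name, which the main tests leave out, 59 were called between shRunx2 and Scr cells at day 9, 55 of them higher in shRunx2 cells and 4 lower. Between day 0 and day 9 in Scr cells 459 were called, 376 higher at day 9 and 83 lower. They are listed because the called probe sets lie outside the main measurement, and those called higher lay above the control arrays. What these probe sets measure is not analysed here.

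Interferon-stimulated genes were higher in shRunx2 cells (median log2 change 0.805), with medians from 0.745 to 0.864 when 1 array was left out, which argues against a single deviating array. The tables argue against leukocytes in the shRunx2 cultures, because the leukocyte markers had a median change of 0.0222 (SE 0.018), and the cells had been sorted for green fluorescent protein. Cultures further along the day 0 to day 9 course are argued against as the whole cause by the 559 other genes that rose with differentiation, whose median change in shRunx2 cells was -0.0522 (SE 0.012). The Scr day 9 arrays enter both the choice of these genes and their change, which without a knockdown effect gave -0.0044 (-0.013 to 0.0036 in 100 simulations), and with separate Scr day 9 arrays for each the median lay between -0.101 and -0.0032. A response to the hairpin RNA or its virus and a response to lower Runx2 both stay open and cannot be told apart, since the arrays hold 1 hairpin against Runx2.

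ATF4 and amino acid response genes were lower in shRunx2 cells (median log2 change -0.171, SE 0.066) and lower at day 9 than at day 0. Cultures further along the day 0 to day 9 course are argued against as the whole cause, since the 433 other genes that fell with differentiation had a median change of 0.00303 (SE 0.0098) in shRunx2 cells (0.005 by the shared arrays alone, and -0.0379 to 0.024 with separate ones). The 49 cell cycle and DNA replication genes went with such a course, with median log2 changes of -0.40 in differentiation and -0.117 in shRunx2 cells. Such a course as part of the cause therefore stays open. With 1 array left out the median of the list stayed between -0.198 and -0.14, which argues against a single deviating array. A response to lower Runx2 and a response to the 1 hairpin used stay open and were not tested apart.

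Some probe sets had exactly the same deposited value, without rounding, on all 3 arrays of a group, which leaves an SD of 0, in 418 cases for Scr day 0, 417 for Scr day 9 and 513 for shRunx2. Sets of 3 arrays with 1 from each group shared a value in 416 probe sets on average (204 to 555 over 27 such sets). Such identical values are consistent with the median polish step of RMA. An array entered under more than 1 name would share nearly all its values with another, and pairs of arrays shared between 2.07% and 6.07%. Genes named above with an SD of 0 in shRunx2 cells included Alpl, Adgrf5, Lox and Col15a1. The shRunx2 arrays add no measured spread to the SE of these genes, so their precision may be overstated.

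The 6 arrays of each comparison can be split into 3 and 3 in 10 ways, too few for a share under 0.05. For genes called, 1 of the 10 splits, the real one, gave as many in each of the comparisons, with 118, 1025 and 1136 genes for shRunx2 against Scr at day 9, for Scr day 9 against day 0 and for shRunx2 against Scr day 0, and the highest other split gave 0 in each. For gene lists called, 12, 8 and 12 passed with the real split, against 9, 8 and 10 for the highest other, so that 1, 2 and 1 of the splits gave as many.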

How the results depend on the processing

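The threshold of an absolute log2 change over 1.5 was chosen only after the result was seen. For shRunx2 against Scr at day 9, Scr day 9 against day 0 and shRunx2 against Scr day 0, it left 14, 137 and 161 genes, and testing every probe set gave 183, 1550 and 1889, since more features were counted. The other 17 alternatives for each count stayed within 1.5 times of 118, 1025 and 1136. With 1 array left out the counts ranged from 118 to 121, from 982 to 1056 and from 1104 to 1174, the genes called in both of the first comparisons from 75 to 82, and the lists called from 10 to 12, from 8 to 9 and from 8 to 12. An estimated correlation left 5, 2 and 2 lists, and fry, which asks another question, called 15, 19 and 19. Of the named genes that passed, 75 of 85 did so under each alternative for the knockdown and 106 of 111 for differentiation, and no called result reversed. Medians of some lists not called on all arrays changed sign, with rescaling for example (knockdown: BMP, leukocyte and adipocyte lists; differentiation: MHC class I, Wnt, chondrocyte and metalloproteinase lists). Same-numbered arrays of Scr and shRunx2 at day 9 had deviations correlated at -0.0371, 0.0961 and -0.114, without a common sign. Those of Scr day 0 and day 9 were all positive, at 0.294, 0.0823 and 0.285. No values for arrays of different numbers were at hand to compare. These correlations therefore cannot decide whether the replicate numbers pair the arrays of Scr day 0 and day 9. With the replicate block 119, 1026 and 1136 genes and 10, 8 and 12 lists were called, without the smooth muscle (adjusted p = 0.0634) and ribosomal (0.0511) lists of the knockdown. The Runx2 alternatives were not run, since Runx2 is not analysed here. Changes of 1.5-fold lie at the fold threshold itself. In the simulations with 3 arrays per group, 100% of genes changed 1.5-fold passed at the adjusted p. Only 40% (shRunx2 against Scr at day 9) and 53.3% (Scr day 9 against day 0) were called.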

Other observations

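At an adjusted p under 0.05 and at least 1.5-fold, 118 genes differed between shRunx2 and Scr cells at day 9, 79 higher and 39 lower. At an adjusted p under 0.05 and an absolute log2 change over 1.5, a threshold added after seeing the data, 14 genes differed, 13 higher and 1 lower. The latter count is lower than the value quoted from the study above. The study words its threshold on the log2 scale in its text and as a fold elsewhere, for the genes it calls responsive. Most fold changes it lists for lowered genes would not pass on the log2 scale, so the count by fold is the closer comparison. That count is also lower than the study's, for raised and for lowered genes. It leaves out probe sets without a single gene name. With every probe set tested, 183 passed at 1.5-fold, 138 higher and 45 lower, but these are probe sets and not genes. Tnfrsf19 was 5.00-fold higher at day 9 than at day 0 on the arrays. That is lower than the value quoted from the study above. The quoted value came from another assay in a time course of differentiating cells, whereas the arrays hold infected and sorted Scr cells. Unlike in that assay, Col1a1 (log2 change 0.064) and Ezh2 (-0.051) did not pass between the days on the arrays. Col1a1 lay high on the arrays, with means of 13.53 at day 0 and 13.59 at day 9 in Scr cells. Whether this limited its measured change was not tested.

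Some genes outside the osteoblast and interferon lists moved in opposite directions with differentiation and knockdown. Dhrs9, which encodes a short-chain dehydrogenase, was 2.49-fold lower at day 9 than at day 0 in Scr cells and 1.81-fold higher in shRunx2 than in Scr cells at day 9. Gatm, which makes the precursor of creatine, was 2.16-fold lower and 1.72-fold higher. Because the same Scr day 9 arrays enter both changes with opposite sign, the directions of such genes are not independent.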
